A study of Homo sapiens with 12 samples. Its data were reported in "CDK8 and CDK19: positive regulators of signal-induced transcription and negative regulators of Mediator complex proteins" (2023).

How the data were processed

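The data were RNA-Seq libraries of HEK293 cells, a line derived from human embryonic kidney. Cells were kept without serum for 48 h and then received 1 of 4 treatments, with 3 biological replicates each. Ctrl cells received the vehicle (0.1% DMSO) for 90 min. SnxB cells received 1 µM Senexin B, a selective inhibitor of the Mediator kinases CDK8 and CDK19, for 90 min. Serum cells received the vehicle for 60 min and then 10% fetal bovine serum (FBS) for 30 min, and Serum_SnxB cells received Senexin B for 60 min before the same serum. The groups and replicate numbers were taken from the sample labels.

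Libraries were prepared by the authors from poly(A)-enriched RNA with a strand-specific kit (NEBNext Ultra II Directional) and sequenced from both ends. The submitters' processing notes name FastQC, Trim Galore 0.4.5, STAR 2.7.2, SAMtools 1.5, and featureCounts of Subread 1.5.3, with the human build GRCh38 (hg38). The study's methods name an earlier STAR release, the GENCODE basic annotation, and the use of uniquely mapped reads. The strand setting of the counting and the option behind its fractional values are not given in the sources used here. The deposited table holds estimated counts per gene that are not normalized and need not be whole, as would follow if part of the reads were divided between genes. Among genes with at least 50 counts, fractional values occurred in 59.6% of the 9426 genes with no exon overlapping another gene and in 99.2% of the 7345 genes overlapping another gene on the opposite strand only. A gene and its antisense partner may therefore share reads, and genes with such a partner are treated as uncertain. The table lists 56269 genes, of which 20756 had no count in any library. All 37 mitochondrial genes were at 0 in all 12 libraries, so the list of mitochondrially encoded genes gave no test. A set of 178 gene names lies on more than 1 chromosome. Coordinates are those of the deposited table.

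The deposited estimated counts were rounded to whole numbers, since the design had assumed whole counts. Library totals were 12281579, 21061854 and 14152977 counts in Ctrl, 20126626, 19701112 and 15878257 in SnxB, 14416595, 25753163 and 35938643 in Serum, and 22089253, 18788562 and 20904566 in Serum_SnxB. Levels are given as CPM, a gene's counts over the library total on a fixed common scale, scaled by TMM factors, as mean ± SD over 3 libraries. PCR copies were not marked, so floors cover counting error only. Exact binomial intervals of shares treat genes as independent draws. Replicates were compared by a chi-square test of their counts before they were averaged, and every pair differed beyond sampling noise.

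Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, the quasi-likelihood test) on 18516 genes kept by filterByExpr. All 12 libraries entered 1 fit with a mean per group, which left 8 residual degrees of freedom. The common dispersion was 0.000954 and the prior degrees of freedom were 14.9. Tests were two-sided, with Benjamini-Hochberg adjustment over all genes tested. A gene was called when its adjusted p lay below 0.05 and its fold change above 1.5, the cutoffs of the study. The interaction contrast was the inhibitor effect in serum minus the inhibitor effect in starved cells. SE values of log2 fold changes (log2FC) were derived from the quasi-likelihood F statistic. The residual induction of a gene was its serum log2FC with Senexin B divided by that without.

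The gene lists numbered 26. They held immediate-early transcription factors, feedback and mRNA decay regulators, MRTF-SRF, YAP-TEAD, NF-kappaB, Wnt, TGF-beta and BMP, Notch, FOXO and starvation, cholesterol synthesis, heat shock, ATF4 and unfolded protein response, hypoxia, p53 and interferon genes, the Mediator kinase module, core Mediator, pause release and CTD kinases, cell cycle, mitochondrially encoded and ribosomal protein genes. Marker lists of fibroblasts, blood cells, epithelial cancer lines, and neuronal and adrenal cells were added, with the 46 genes the study had selected after 3 h of Senexin B in other cultures of this line. Lists with at least 3 tested members were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg adjustment over the lists of a comparison.

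Shared libraries were handled by simulation. Counts were drawn 20 times from the fitted means and dispersions with no effect, with the serum effect alone, and with effects that add on the log scale. Genes named in the text were, per comparison, the 15 largest changes in each direction among called genes whose libraries did not overlap between the groups, the 4 members of each list with the smallest adjusted p, the 5 genes of the inhibitor targets and their module (CDK8, CDK19, CCNC, MED12, MED13), and genes the study names for serum or the inhibitor. Libraries of 3 against 3 fail to overlap in 10% of genes by chance. Genes named outside this rule were chosen after their values were seen, and this is said where they appear.

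The same steps were tested on simulated counts for 18260 genes. A set of 200 genes was changed by serum, and another 200 by the inhibitor in serum alone. For serum against Ctrl, edgeR called 38 of 50 genes changed 1.75-fold, 47 of 50 changed 2-fold and 49 of 49 changed 4-fold, with 0 false calls. For the interaction it called 33 of 50 at 1.75-fold, 37 of 50 at 2-fold and 46 of 50 at 4-fold, with 2 false calls. With no simulated change between SnxB and Ctrl it made 0 calls, as did DESeq2. A simulated raised list was found by camera and fry, and 0 of 25 random lists passed.

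Alternatives were DESeq2 1.42.0 with its own size factors, RLE factors, library sizes alone, no filter on low counts, a minimum of 1 CPM in 3 libraries, a fit of only the groups compared, the replicate number as a block, no fold minimum, libraries thinned to 12281579 counts, and each library left out in turn. For gene lists they were the estimated correlation, fry and the block. Groups, tests, lists, the naming rule and these alternatives were fixed before the data were examined. A fit without genes whose exons overlap another gene was added after the data were seen. No genome sequence was used here.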

Results

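Transcript levels were measured by RNA-Seq in serum-starved HEK293 cells to ask how inhibition of the Mediator kinases CDK8 and CDK19 alters the early response to serum. The 12 libraries formed 4 groups of 3 biological replicates. Ctrl cells received vehicle, SnxB cells received 1 µM Senexin B, Serum cells received 10% FBS for 30 min after vehicle, and Serum_SnxB cells received the same serum after 60 min of Senexin B. Library totals ran from 12281579 counts in Ctrl replicate 1 to 35938643 in Serum replicate 3. The first principal component of the libraries carried 48.6% of the variance and the second 11.2%. Replicates differed beyond sampling noise in every group, with a chi-square per degree of freedom from 1.21 to 1.92 within Ctrl, SnxB and Serum. Within Serum_SnxB it was 1.76 between replicates 1 and 2, but 4.02 and 3.26 for the pairs with replicate 3. That library deviated from the other 2 of its group by 0.126 log2 units (SD over 11529 genes), and its deviations had a Spearman rho of 0.354 with exon length across genes, which are not independent replicates. The other 11 libraries deviated by 0.0747 to 0.103, with a rho from -0.311 in Serum_SnxB replicate 2 and -0.228 in Ctrl replicate 2 to 0.176 in Ctrl replicate 1.

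Genes responding to 30 min of serum in starved cells were identified by comparing Serum with Ctrl. The strongest increases fell on immediate-early genes, which are transcribed without new protein synthesis. FOS, which encodes a subunit of the AP-1 transcription factor, rose from 3.48 ± 0.639 to 323 ± 16.8 CPM (mean ± SD, n = 3), a log2FC of 6.56 (SE 0.0742). EGR1, a zinc finger transcription factor, rose to 1559 ± 54.8 CPM (log2FC 6.05, SE 0.0569), and FOSB, another AP-1 subunit, from 2.66 ± 0.511 to 142 ± 8.18 CPM (log2FC 5.79, SE 0.0897). EGR3 and EGR2 rose by log2FC of 4.77 and 4.38, DUSP1, a phosphatase that inactivates MAP kinases, by 3.26, and CYR61, a secreted matricellular protein, by 3.22. In all, 55 of 18516 genes were called higher and 2 lower in Serum.

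The AP-1 subunits JUNB (log2FC 3.16, SE 0.0784) and JUN (2.19, SE 0.0257) were also raised, as were the nuclear receptor NR4A1 (2.59, SE 0.0717), the immediate-early gene IER2 (3.00, SE 0.0778), the neuronal activity gene ARC (2.17, SE 0.0638) and MYC (0.74, SE 0.0428). JUN was already abundant in starved cells, at 260 ± 3.26 CPM, and reached 1185 ± 8.96 CPM. EGR4 had 0 counts in all 3 Ctrl libraries and 80 counts over the Serum libraries. Against a floor of 3 counts over the Ctrl group, EGR4 was at least 16.8-fold higher in Serum. Levels of FOS, EGR1, JUN and MYC were higher in 3 of 3 Serum libraries than in any Ctrl library, with adjusted p of 1.33e-26, 4.01e-28, 2.14e-26 and 9.01e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

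**Figure D1:**
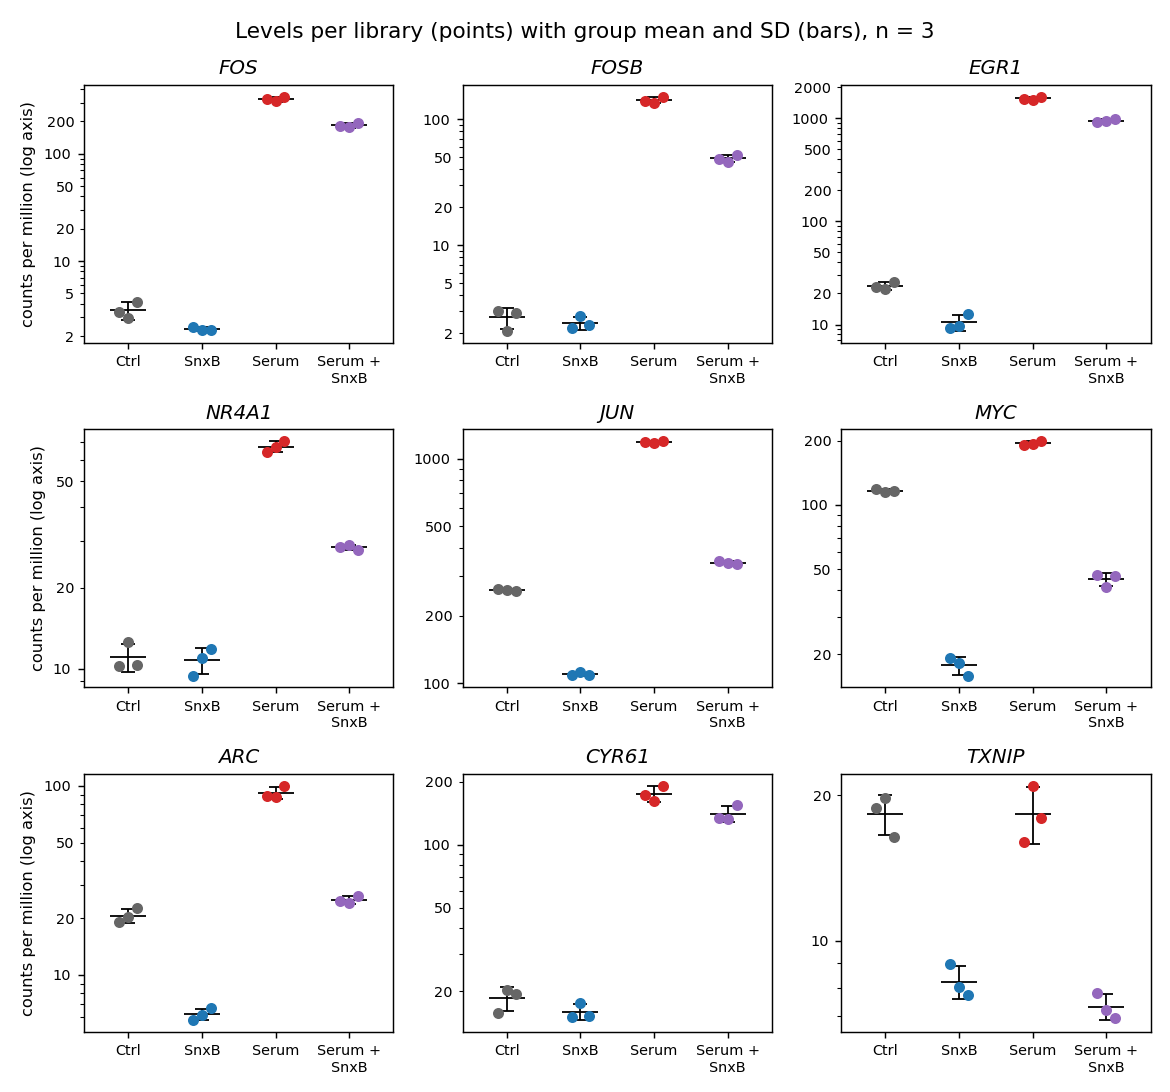
Levels of 9 genes in CPM (log axis) in the 4 groups. Each point is 1 library, and bars give the mean ± SD of n = 3. FOS and EGR1 reach 323 and 1559 CPM in Serum and 184 and 946 CPM in Serum_SnxB, while MYC lies at 117 CPM in Ctrl and 17.8 CPM in SnxB.

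Of the 36 tested immediate-early transcription factors, 18 rose with serum and 0 fell, and 19 rose when p was adjusted over the list alone. Of the 36 tested feedback and mRNA decay regulators, 12 rose and 0 fell, with 14 higher adjusted over the list alone. These included DUSP1, the kinase phosphatase DUSP2 (log2FC 1.53), the antiproliferative gene BTG2 (1.62) and the pseudokinase gene TRIB1 (1.31). Smaller numbers were called higher among the NF-kappaB genes (3 of 16: PTGS2, IER3 and NFKBIZ), TGF-beta and BMP genes (2 of 15: ID1 and ID2), FOXO and starvation genes (2 of 24: BTG1 and C10orf10), YAP-TEAD genes (1 of 15: CYR61), Notch genes (1 of 10: HES1) and hypoxia genes (1 of 19: ADM). Each of these 6 counts was the same adjusted over the list alone. In a list of 46 genes from published 3 h Senexin B treatments of other cultures of this line, 11 were higher with serum and 23 passed the adjusted p upward with no fold minimum. Adjusted over the list alone the counts were 11 and 30, and 41 of 46 had a log2FC above 0. PTGS2, which encodes cyclooxygenase, went from 0.466 ± 0.123 to 1.62 ± 0.168 CPM. In the camera test, 10 of 24 lists were past the threshold, all of them upward. With an estimated correlation, 8 held, among them the immediate-early list (adjusted p = 1.13e-07) and the feedback list (adjusted p = 6.11e-07). The calls for heat shock genes (adjusted p = 0.285) and p53 genes (adjusted p = 0.154) were lost with an estimated correlation.

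The 2 genes called lower in Serum were RGS20, a regulator of G protein signalling, and the noncoding RP11-419I17.1. RGS20 went from 3.27 ± 0.41 to 1.94 ± 0.0981 CPM and RP11-419I17.1 from 3.77 ± 0.422 to 2.50 ± 0.158 CPM, with log2FC of -0.71 and -0.62. DESeq2 called 0 genes lower in Serum, against 1429 genes in either direction at an unadjusted p under 0.05 by edgeR. Each of the 2 calls ended when any 1 of the 6 libraries was left out, and without Serum replicate 1 the edgeR count of lower genes was 0. The call of CSRNP1 (log2FC 0.66), ended without Serum replicate 3, and that of NFKBIZ without Ctrl replicate 1 or Serum replicate 1 and with library sizes alone. Thinned to the smallest total, CSRNP1, NFKBIZ and EGR4 were not called, nor was EGR4 with a minimum of 1 CPM in 3 libraries.

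Senexin B was then examined in starved cells without serum. It lowered 32 genes and raised 0, with 873 genes at an unadjusted p under 0.05 by edgeR. DESeq2 called the same 32 genes lower and 0 higher. MYC, a transcription factor that drives growth, dropped from 117 ± 1.61 to 17.8 ± 1.71 CPM (log2FC -2.70, SE 0.0572). C10orf10, a gene induced by fasting and progesterone, fell by 2.28 on the log2 scale (SE 0.228) at a low level of 4.20 ± 0.454 CPM in Ctrl. ARC fell by 1.74 (SE 0.0994), the secreted protease gene ADAMTS1 by 1.59 (SE 0.0386), TRIB1 by 1.39 (SE 0.0516) and JUN by 1.24 (SE 0.0278). EGR1 fell by 1.18 (SE 0.0901). For MYC, ADAMTS1, TRIB1 and JUN the adjusted p was 4.43e-20, 3.4e-19, 2.82e-15 and 7.76e-20 (edgeR quasi-likelihood, Benjamini-Hochberg), and 3 of 3 SnxB libraries lay below every Ctrl library.

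The immediate-early list had 8 members lower with Senexin B and 0 higher among 36, the same counts when adjusted over the list alone. They included MYC, JUN, ARC and EGR1. FOS (log2FC -0.55, SE 0.177), FOSB (-0.09, SE 0.196) and NR4A1 (-0.08, SE 0.098) did not pass the test in starved cells. Of 24 FOXO and starvation genes, 5 were lower: C10orf10, TXNIP, TSC22D3, IRS2 and ARRDC4, the last named after its values were seen. TXNIP, an inhibitor of thioredoxin and glucose uptake, fell by 1.16 (SE 0.101), and TSC22D3, a glucocorticoid-induced gene, by 0.90 (SE 0.0684). The call of ARRDC4 ended without Ctrl replicate 1 or SnxB replicate 1. Inhibitors of DNA binding accounted for the 2 of 15 TGF-beta and BMP genes called lower, ID2 (-1.17, SE 0.0531) and ID4 (-1.03, SE 0.0479). Both called members of the Notch list, 2 of 10, are transcriptional repressors downstream of the receptor: HEY1 fell by 0.96 (SE 0.0648) and HES1 by 0.65 (SE 0.055). The feedback list had 3 of 36 lower, DUSP1, TRIB1 and RGS16. Adjusted over the list alone, the counts of these 4 lists were unchanged.

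Of the 46 genes of the 3 h list, 25 were called lower after 90 min here, and 43 passed the adjusted p with no fold minimum. Adjusted over the list alone the counts were 25 and 46. All 46 had a negative log2FC. The 3 genes not past the adjusted p over all genes were ZCCHC12 (log2FC -0.14), KCTD12 (-0.17) and RP11-442H21.2 (-0.33), the last 2 named after their values were seen. In the camera test, 11 of 24 lists were past the threshold and downward, and all 11 held with an estimated correlation, with adjusted p of 2.74e-05 for the immediate-early list, 3.09e-06 for FOXO and starvation genes, 0.000355 for Notch genes and 0.000703 for TGF-beta and BMP genes.

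The effect of Senexin B under serum stimulation was tested by comparing Serum_SnxB with Serum. The inhibitor lowered 65 genes and raised 0, with 1115 genes at an unadjusted p under 0.05 by edgeR; DESeq2 called 61 lower and 0 higher. Serum-induced EGR3 fell by 2.62 (SE 0.118) and EGR2 by 2.12 (SE 0.112) on the log2 scale. MYC fell by 2.11 (SE 0.0463), from 194 ± 4.3 to 45.0 ± 3.17 CPM, ARC by 1.90 (SE 0.0587), JUN by 1.78 (SE 0.0249) and FOSB by 1.54 (SE 0.0514). The level of FOSB was 142 ± 8.18 CPM in Serum and 48.8 ± 2.86 CPM in Serum_SnxB. Decreases in FOS (log2FC -0.82, SE 0.0405) and EGR1 (-0.72, SE 0.0396) were smaller, from 323 to 184 CPM and from 1559 to 946 CPM. For JUN, MYC, FOSB and FOS the adjusted p was 3.29e-24, 4.96e-20, 1.75e-16 and 4.28e-13 (edgeR quasi-likelihood, Benjamini-Hochberg), with 3 of 3 Serum_SnxB libraries below every Serum library.

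Among immediate-early transcription factors, 18 of 36 were lower and 0 higher, with 19 lower adjusted over the list alone. ATF3, a stress-induced factor, fell by 1.23 (SE 0.045), NR4A1 by 1.26 (SE 0.0576), IER2 by 1.36 (SE 0.0644) and JUNB by 1.15 (SE 0.0586). The feedback list had 8 of 36 lower, 9 adjusted over the list alone, led by BTG2 (-1.18, SE 0.04), TRIB1 and DUSP1 (-0.91, SE 0.0333). FOXO and starvation genes had 7 of 24 lower, TGF-beta and BMP genes 3 of 15 and Notch genes 2 of 10, with the same counts adjusted over the list alone. TXNIP fell by 1.34 (SE 0.0947), from 18.3 ± 2.46 to 7.30 ± 0.444 CPM, and HEY1 by 1.15 (SE 0.0575). The NF-kappaB list had 2 of 16 lower, PTGS2 (-1.77, SE 0.258) and IER3 (-0.60, SE 0.0935), and 3 adjusted over the list alone. IER3 lost its call with DESeq2, with the replicate number as a block, and without Serum replicate 3 or Serum_SnxB replicate 1. CYR61 passed the adjusted p with a decrease of 0.32 on the log2 scale (SE 0.0602), below the fold minimum.

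In the 3 h list 25 of 46 genes were called lower in serum and 45 passed the adjusted p with no fold minimum; adjusted over the list alone the counts were 25 and 46. In the camera test 12 of 24 lists passed. With an estimated correlation 9 held, at adjusted p of 8.07e-07 for immediate-early factors, 2.05e-06 for feedback regulators and 4.34e-06 for FOXO and starvation genes. The calls for YAP-TEAD genes (adjusted p = 0.138), NF-kappaB genes (adjusted p = 0.052) and ribosomal protein genes (adjusted p = 0.4) were lost with an estimated correlation. The ribosomal protein list was the only 1 of the 12 that went upward, with a median log2FC of 0.04 over 41 genes. Without Serum_SnxB replicate 3, the library that stood apart, 71 genes were lower and 5 higher.

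**Figure D2:**
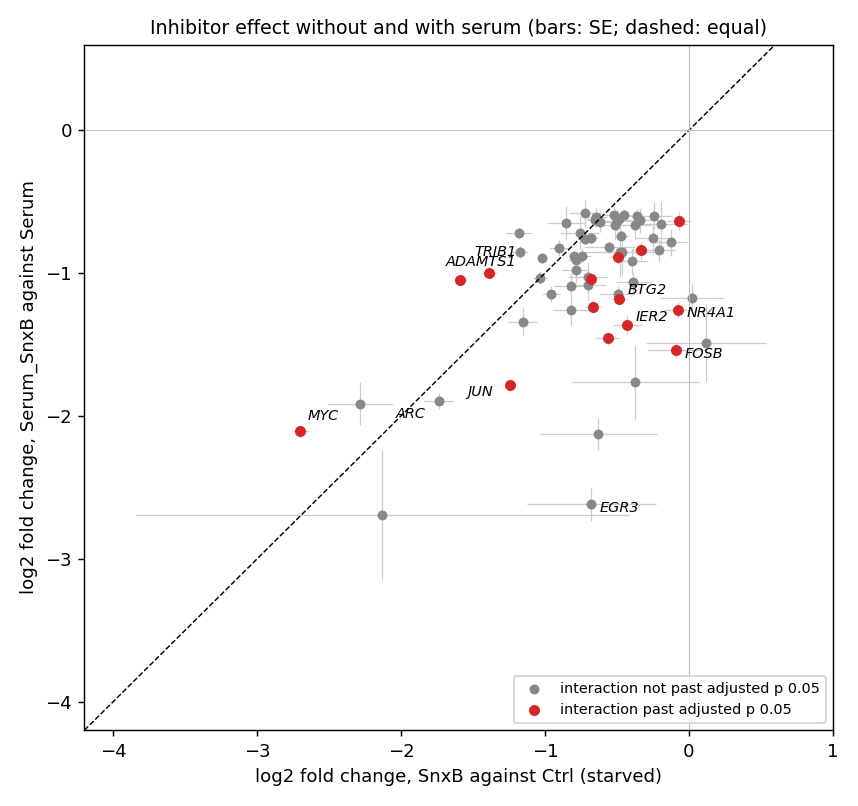
Log2 fold change with Senexin B in starved cells (horizontal) and in serum-stimulated cells (vertical) for the 66 genes called lower in either comparison. Each point is 1 gene, the line marks equal effects, and red points are the 14 genes past the adjusted p of the interaction test. The 51 points below the line have the larger decrease in serum.

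The inhibitor comparisons in starved and in serum-stimulated cells share no library. Of the 32 genes lower in starved cells, 31 were also lower in serum, where independent lists of these sizes would share 0.112. FAM84A, named after its values were seen, was the exception. Its log2FC was -0.72 in starved cells and -0.58 in serum, where it passed the adjusted p (0.000452, edgeR with Benjamini-Hochberg adjustment) just under the fold minimum and was called by DESeq2 and without Serum replicate 2 or 3 or Serum_SnxB replicate 1 or 2 (interaction log2FC 0.14, SE 0.145, adjusted p = 1 by edgeR with Benjamini-Hochberg adjustment). A further 34 genes were called in serum alone, among them FOS, FOSB, EGR2, EGR3, NR4A1, JUNB, IER2, BTG1, BTG2 and PTGS2. Whether their effects differed was tested by the interaction reported below. Of the 65 genes lower in serum, 26 were not called higher with serum. Most of these passed the adjusted p upward with serum under the fold minimum, among them HEY1, ID4, IRS2 and PMAIP1. TXNIP was among those that did not pass (log2FC 0.01, SE 0.0835).

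The share of the serum response that was lowered by Senexin B was counted next. Of the 55 genes called higher with serum, 39 were called lower in Serum_SnxB than in Serum, a share of 70.9% (95% exact binomial interval 57.1 to 82.4%). This interval treats the 55 genes as independent, though all were measured in the same libraries, and it carries no variation between libraries. Of the other 16 genes, 8 passed the adjusted p downward under the fold minimum and 8 did not pass. Both comparisons use the Serum libraries. In 20 simulations with the serum effect and no inhibitor effect, the share came to 0 genes among a mean of 52.8, and independent lists would share 0.193 genes. In simulations where the effects of serum and inhibitor add, with no interaction, the mean was 25.1 of 39.6 genes. Ranked by log2FC, the share was 24 of 28 genes (85.7%) in the top 50%, 9 of 11 (81.8%) in the top 20%, 5 of 6 (83.3%) in the top 10% and 2 of 3 (66.7%) in the top 5%. The exact intervals were 67.3 to 96%, 48.2 to 97.7%, 35.9 to 99.6% and 9.43 to 99.2%. Each contains the 70.9% of all 55 genes, so a higher share at the top was not established. The additive simulations gave means of 15.8 of 20.1, 6.8 of 8.25, 3.9 of 4.3 and 2 of 2.3 for these ranks. Responding genes in them kept the mean of their observed inhibitor effects with and without serum. A link between induction and inhibition was thus carried over from the data. These simulations cannot show whether a share that varies with rank would need an interaction. The exception among the top 6 was EGR4, whose fitted fold has no Ctrl counts behind it. With EGR4 placed at its lower bound, the top 10% held 6 of 6 lowered genes and the top 5% held 3 of 3. The lower ends of the exact intervals are 54.1% and 29.2%. These 6 include EGR3 and its opposite-strand partner, so shared reads may count 1 locus in both. The partner had 1 count over the Ctrl libraries, under the floor of 3, and kept its fitted fold. The 6 of 6 thus holds with EGR4 alone at the floor, and a ranking with both genes there was not made. Neither gene of the pair is in the top 5%. The share was 56.8% without genes whose exons overlap another gene. The 55 genes include 7 pairs of overlapping opposite-strand partners, in which both members were called.

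Serum still raised 34 genes in the presence of Senexin B, as seen by comparing Serum_SnxB with SnxB. EGR1 rose by a log2FC of 6.51 (SE 0.0621), FOS by 6.30 (SE 0.0798), FOSB by 4.34 (SE 0.1), CYR61 by 3.13 (SE 0.0823) and DUSP1 by 3.13 (SE 0.045). The immediate-early list had 15 of 36 higher and the feedback list 7 of 36, with the same counts adjusted over the list alone. Among the smaller lists, TGF-beta and BMP genes and FOXO and starvation genes had 2 higher each, and the Notch, YAP-TEAD, hypoxia and p53 lists 1 each. The FOXO and starvation calls, C10orf10 and TSC22D3, both ended without SnxB replicate 2, and again without Serum_SnxB replicate 1. In the TGF-beta and BMP list, the call of ID1 ended without SnxB replicate 2 or Serum_SnxB replicate 2. Of the 55 genes raised without the inhibitor, 31 were also raised with it, where independent lists would share 0.101 and no library is shared. The 1 gene called lower, RP5-882C2.2, named after its values were seen, lost its call in DESeq2 and without any 1 of the 6 libraries, for example SnxB replicate 1. In the camera test 10 lists passed and 6 held with an estimated correlation. The lost calls had adjusted p of 0.0602 for FOXO and starvation genes, 0.0602 for hypoxia genes, 0.182 for heat shock genes and 0.144 for p53 genes.

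For each gene raised by serum, the residual induction is the log2FC with Senexin B over that without. Its median over the 55 genes was 0.62 (quartiles 0.489 and 0.871, jackknife SD over libraries 0.0634), and 48 of 55 genes lay below 1. Without EGR4 the median was 0.633 over 54 genes. Simulated counts with no inhibitor effect gave medians from 0.972 to 1.01. Residual induction was 0.96 for FOS, 0.962 for DUSP1, 0.972 for CYR61 and 0.928 for ARC. It was lower for FOSB (0.749), JUN (0.753), IER2 (0.688), BTG2 (0.57) and NR4A1 (0.545). For ADAMTS1 (1.54), TRIB1 (1.30) and MYC (1.80) it was above 1. As a ratio of log2FC, residual induction depends on the size of the induction and is not the fraction of the fold kept. FOSB, at 0.749, rose 55.2-fold without and 20.2-fold with Senexin B, and NR4A1, at 0.545, rose 6.04-fold and 2.66-fold. FOS and ARC had interaction estimates of -0.26 (SE 0.184) and -0.16 (SE 0.122), which did not pass the test.

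**Figure D3:**
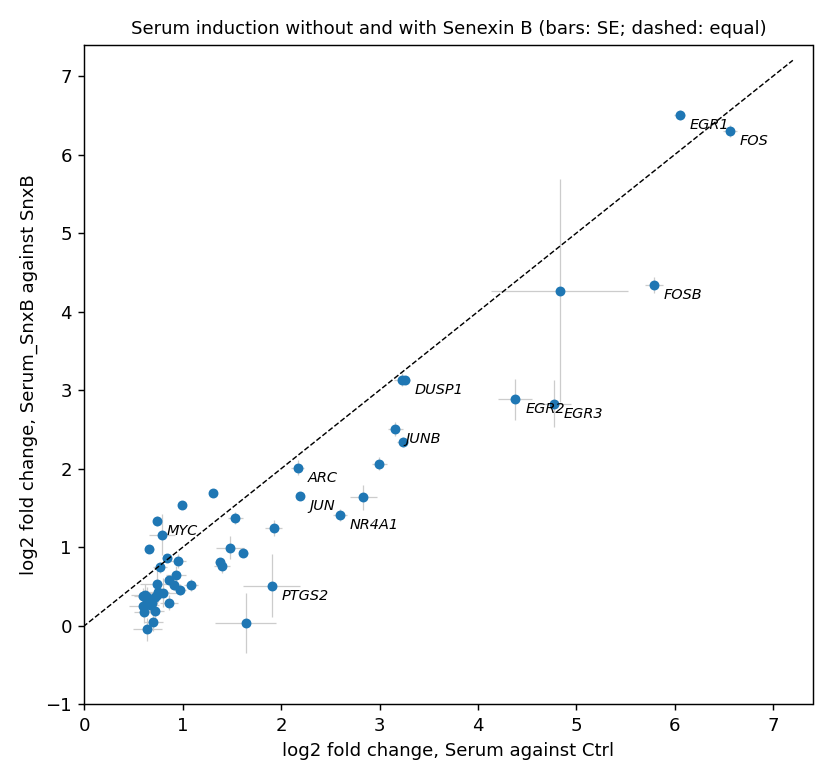
Log2 fold change with serum without Senexin B (horizontal) and with it (vertical) for 54 of the 55 genes raised by serum. Each point is 1 gene and the line marks equal induction. EGR4 is left out because it had no count in Ctrl.

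Whether Senexin B acted differently with and without serum was tested by the interaction. FOSB (-1.45, SE 0.205), NR4A1 (-1.18, SE 0.114), IER2 (-0.94, SE 0.121), CTC-250I14.6 (-0.89, SE 0.0953) and BTG2 (-0.70, SE 0.0662) were lowered more in serum than in starved cells. NR4A1 had a log2FC of -0.08 with Senexin B in starved cells, at 10.7 ± 1.21 CPM in SnxB, but was at 67.6 ± 3.18 CPM in Serum and 28.4 ± 0.612 CPM in Serum_SnxB. MYC alone was called in the other direction, with an interaction log2FC of 0.59 (SE 0.0765). The adjusted p was 0.000598 for FOSB, 1.89e-06 for NR4A1, 1.89e-06 for BTG2 and 0.00017 for MYC (edgeR quasi-likelihood, Benjamini-Hochberg). JUN passed the adjusted p (7.76e-09, edgeR with Benjamini-Hochberg adjustment) with a log2FC of -0.54 (SE 0.0369), under the fold minimum.

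The interaction thus called 5 genes lower and 1 higher, and DESeq2 called 7 lower and 1 higher. IER2 and CTC-250I14.6 among the 5 are opposite-strand partners, and without genes whose exons overlap another gene 3 were lower. With its partner's counts taken off, IER2 was not called (adjusted p = 0.194 by edgeR with Benjamini-Hochberg adjustment, log2FC -0.92, SE 0.215). With no fold minimum, 13 genes were lower and 3 higher. EGR2 (-1.50, SE 0.446) and EGR3 (-1.94, SE 0.509) had large estimates that did not pass, and both lay under 1 CPM in starved cells. Of the 65 genes lower in serum, 51 (78.5%) had the larger decrease there. In simulations where the effects add, the share was 57.8% on average and 69.2% at most. These drew each gene independently and held a mean of 50.7 genes lower in serum, so their range may be too narrow. Of the 32 genes lower in starved cells, 17 (53.1%) had the larger decrease in serum, within the 25.6 to 59.6% of the same simulations. Among immediate-early factors 3 of 36 were lower and 1 higher, with 8 lower adjusted over the list alone. Of the 24 lists, 4 were past the threshold. The immediate-early list (adjusted p = 0.00788) and the feedback list (adjusted p = 0.00202) held with an estimated correlation, both downward, and the calls for hypoxia genes (adjusted p = 0.124) and ribosomal protein genes (adjusted p = 0.794) were lost with an estimated correlation. The call of MYC ended at the fold minimum without SnxB replicate 3, Serum replicate 1, Serum_SnxB replicate 1 or Serum_SnxB replicate 3, and after thinning. Without Serum_SnxB replicate 3 there were 9 genes lower.

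FOS lies on chromosome 14 at 75278774 to 75282230, EGR1 on chromosome 5 at 138465490 to 138469315, FOSB on chromosome 19 at 45467995 to 45475179, JUN on chromosome 1 at 58780788 to 58784327, MYC on chromosome 8 at 127735434 to 127741434 and BTG2 on chromosome 1 at 203305491 to 203309602 (GRCh38). None of these 6 genes has an exon overlapping another gene of the table. IER2 (chromosome 19, 13150415 to 13154908) overlaps CTC-250I14.6 (13153071 to 13154193) on the opposite strand, and NR4A1 (chromosome 12, 52022832 to 52059507) overlaps RP11-1100L3.8. EGR3, JUNB, BTG1, SOX4, ID2, IRS2, IER3 and C10orf10 also overlap an exon of an opposite-strand gene, so their levels are uncertain to the extent that reads were shared.

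Transcripts of CDK8 and CDK19, the targets of the inhibitor, were present at steady levels, and protein was not measured. No gene of the Mediator kinase module list was called in any comparison. CDK8 was at 29.5 ± 0.25 CPM in Ctrl, 28.9 ± 1.9 in SnxB, 29.3 ± 1.21 in Serum and 30.9 ± 1.32 in Serum_SnxB, and CDK19 at 29.7 ± 0.75 CPM in Ctrl and 31.3 ± 0.942 in SnxB. The log2FC of CDK8 with Senexin B was -0.03 (SE 0.0598) in starved cells and 0.08 (SE 0.0548) in serum, and neither passed the test. KLF2, an endothelial and immune transcription factor, was at 1.42 ± 0.564 CPM in Ctrl and 1.55 ± 0.26 CPM in Serum and was not called in any comparison. ZCCHC12 passed the adjusted p in serum (0.0116, edgeR with Benjamini-Hochberg adjustment) with a decrease of 0.21 on the log2 scale (SE 0.0443), below the fold minimum.

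A set of 13 lists had no called member in any of the 5 comparisons by edgeR or DESeq2: MRTF-SRF, Wnt, cholesterol synthesis, ATF4 and unfolded protein response, interferon, Mediator kinase module, core Mediator, pause release and CTD kinases, cell cycle and ribosomal protein genes, and the markers of fibroblasts, epithelial cancer lines, and neuronal and adrenal cells. Among their 236 tested genes, those at an unadjusted p under 0.05 numbered 20 with serum, 28 with Senexin B in starved cells, 32 with Senexin B in serum, 15 with serum under Senexin B and 8 in the interaction. Adjusted over the list alone, the cytoskeletal gene TAGLN of the MRTF-SRF list was called lower in serum, and 0 others were. The blood cell list had 1 tested member and was not tested as a list. In the camera test of serum against Ctrl the adjusted p was 0.984 for MRTF-SRF, 0.404 for Wnt, 0.539 for interferon, 0.366 for the kinase module, 0.678 for core Mediator, 0.562 for pause release, 0.818 for cell cycle, 0.984 for fibroblast, 0.818 for epithelial and 0.84 for neuronal and adrenal genes.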

Values the study reported

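The study reported that the genes affected by Senexin B made up 77% of all genes affected by serum, at a fold change above 1.5 and an FDR below 0.05. Stronger serum induction went with a larger share of affected genes in the study, up to 100% at the top of the ranking. A set of 46 genes fell after 3 h of Senexin B in unstimulated cultures, and more of these than not responded to serum or to PMA, an activator of PKC.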

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

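Of the tests below, those on balanced splits, the library that stands apart, thinning, overlap with other genes and single libraries were chosen only after the result was seen. The effect of Senexin B differed between starved and serum-stimulated cells for 16 genes in the interaction test (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p under 0.05 with no fold minimum). Single genes were not searched for a deviating library, since groups held 3. Genes lowered more in serum were FOSB (-1.45, SE 0.2), NR4A1 (-1.18, SE 0.11), IER2 (-0.94, SE 0.12), CTC-250I14.6 (-0.89, SE 0.1), BTG2 (-0.70, SE 0.07), ATF3 (-0.57, SE 0.07), JUN (-0.54, SE 0.04), BTG1 (-0.40, SE 0.07), SOX4 (-0.36, SE 0.05) and MCL1 (-0.31, SE 0.05), an inhibitor of apoptosis. HOOK2 (-0.57, SE 0.1), OTUD1 (-0.51, SE 0.09) and KLF6 (-0.35, SE 0.06), named after their values were seen, were also lowered more. HOOK2 overlaps JUNB on the opposite strand and gained 14.3 CPM with serum, against 76.1 CPM for JUNB. Reads shared with JUNB thus cannot be told apart from an effect on HOOK2. Genes lowered less in serum were MYC (0.59, SE 0.08), ADAMTS1 (0.54, SE 0.05) and TRIB1 (0.39, SE 0.07).

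Of the 5 called genes lowered more in serum, 5 stayed called without the library that stands apart, Serum_SnxB replicate 3, and unequal depth of the libraries was argued against by the 5 that stayed called after thinning. FOSB and BTG2 have no exon overlapping another gene of the table, so reads shared with an overlapping gene are excluded for these 2. Both stayed called among genes with no overlap, a check that only readjusts the same p-values. Fractional values also occurred in 59.6% of such genes with at least 50 counts. Reads divided for a reason other than overlap were not tested. With a partner's counts taken off, the most that reads split equally could add, the interaction was -1.18 (SE 0.121) for NR4A1, which stayed called, and -0.92 (SE 0.215) for IER2, which did not (adjusted p = 0.194, edgeR with Benjamini-Hochberg adjustment). Shared reads are thus argued against for NR4A1 but cannot be told apart from an effect on the gene for IER2 and for CTC-250I14.6, the 1 gene of these whose partner holds more counts. A dependence of the kinases' role on serum is the explanation the design names, and it stays a hypothesis.

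MYC, ADAMTS1 and TRIB1 were lowered less in serum. A single library is argued against, since all 3 passed the adjusted p in each of the 12 fits without 1 library. The SnxB libraries enter both the inhibitor effect and the serum fold. In 20 simulations with effects that add, at most 1 gene was called higher with no fold minimum, where the data gave 3. The interaction test already accounts for the spread of every group, and its adjusted p limits such calls. The simulations therefore add no evidence beyond that test. No biological explanation was tested for these 3 genes.

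Antisense genes were called beside a called partner on the opposite strand in 8 pairs, such as CTC-250I14.6 with IER2 and RP11-1100L3.8 with NR4A1. Reads counted in both genes would make the values of both genes fractional in the same libraries. The 2 genes of a pair agreed, both fractional or both whole, in 92.7% of 96 library values. Over 10000 shuffled pairings they agreed in 54.6% on average and in 63.5% at the 95% bound. Transcription of the antisense gene of its own would be seen if the lower gene gained more CPM with serum than its partner, which 0 pairs did, and this leaves it open.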

How the results depend on the processing

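Leaving out genes with overlapping exons was added after the results were seen, and all other alternatives were planned. No result changed direction, and the cause of each change below was not tested unless named. With no fold minimum, by construction, serum called 118 higher and 21 lower, SnxB in starved cells 1 higher and 110 lower, SnxB in serum 3 higher and 172 lower, serum under SnxB 87 higher and 19 lower, and the interaction 3 higher and 13 lower. DESeq2 called 0 genes lower with serum and 0 lower with serum under SnxB. Without a low-count filter, 8 were lower with serum, 1 higher with SnxB, 2 higher with SnxB in serum, 7 lower with serum under SnxB, and the interaction had 2 higher and 12 lower. With only the 2 groups compared, 4 were lower with serum and 2 with serum under SnxB. Thinned to the smallest total, 1 was lower with serum, 1 higher with SnxB, 2 higher with SnxB in serum and 0 higher in the interaction. Without genes with overlapping exons, which leaves fewer genes, 43 were lower with SnxB in serum, 0 lower with serum under SnxB and 3 lower in the interaction, and the share of serum-raised genes was 56.8%. With an estimated correlation, camera called 6 lists for serum under SnxB and 2 for the interaction, where fry also called 2.

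Leaving out 1 library at a time gave 48 to 55 genes higher and 0 to 2 lower with serum, 0 to 2 higher and 32 to 34 lower with SnxB, 0 to 5 higher and 57 to 71 lower with SnxB in serum, 29 to 36 higher and 0 to 2 lower with serum under SnxB, and 0 to 1 higher and 5 to 9 lower in the interaction. The share ranged from 63.2 to 80.4% and the residual induction from 0.588 to 0.668. The past-threshold lists ranged from 8 to 10, 11 to 12, 11 to 12, 10 to 11 and 3 to 5 over the 5 comparisons.

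Replicate numbers were not treated as pairs in the main fit, since the labels do not say what equal numbers share. Of 18 same-number pairs, 7 correlated above 0.1 (range -0.151 to 0.298), where other pairs ranged from -0.476 to 0.361. Of 12 libraries, 7 correlated best with their own number. These values leave a structure shared by equal numbers open. With a replicate block, the counts of higher and lower genes were 54 and 2, 0 and 32, 0 and 64, 34 and 1, and 1 and 7 in the order above. The replicate block kept 53 of 57, 32 of 32, 63 of 65, 35 of 35 and 6 of 6 calls. Over DESeq2, library sizes alone, the replicate block and each left-out library, 317 of 342 calls of the genes picked by the naming rule held with serum, 207 of 207 with SnxB, 345 of 360 with SnxB in serum and 86 of 90 in the interaction. Depth limited low genes such as EGR4, with 80 counts over the Serum libraries.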

Other observations

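Of the tests in this part, only that on balanced splits was chosen after the result was seen. Senexin B also lowered genes of cholesterol synthesis by small amounts. INSIG1, which retains the sterol sensor in the endoplasmic reticulum, fell by 0.53 on the log2 scale in starved cells (SE 0.0315) and by 0.54 in serum (SE 0.0309). IDI1, an isomerase of the pathway, fell by 0.32 and 0.39, and HMGCS1, which makes an early precursor, by 0.17 and 0.21. All 3 were under the fold minimum. By edgeR 0 of 20 tested genes were called in either comparison and DESeq2 also called 0, while 8 and 6 had an unadjusted p under 0.05. With no fold minimum 5 and 6 were lower, and 7 and 6 adjusted over the list alone. The camera test with an estimated correlation gave an adjusted p of 0.000206 in starved cells and 0.000962 in serum, and 0.802 for serum against Ctrl.

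Few stress genes were called. The chaperone gene HSPA1B was the 1 of 16 heat shock genes called lower, by 0.72 in starved cells and 0.76 in serum, though it and HSPA1A are close to identical and their reads are hard to tell apart. PMAIP1, a BH3-only promoter of apoptosis, was the 1 of 16 p53 genes called lower, from 317 ± 10.6 to 156 ± 2.33 CPM in starved cells (log2FC -1.02, SE 0.0344). Among hypoxia genes, NDRG1 (-0.31, SE 0.041) and the clock repressor BHLHE40 (-0.35, SE 0.0776) passed the adjusted p in starved cells under the fold minimum. Adjusted over the list alone, heat shock and p53 genes kept 1 call each, and 4 hypoxia genes passed with no fold minimum. In starved cells the adjusted p with an estimated correlation was 0.00197 for heat shock, 0.00197 for p53, 0.0092 for hypoxia and 0.0371 for ATF4 and unfolded protein response genes. In serum it was 0.00629, 0.00341, 0.646 and 0.474.

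With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. In fits of only the 2 groups compared, the real split called 60 genes with serum, 32 with SnxB, 64 with SnxB in serum and 34 with serum under SnxB. The highest count of any other split was 0, 0, 8 and 0, so 1 of 10 splits, the real one, reached its own count in each comparison. For the interaction, 13 of 100 splits called as many as the real 6 genes, so chance was not excluded there. The highest of them called 62, several times the real count. Such a count points to a structure of the samples: a split that relabels inhibitor libraries in 1 serum state alone carries the effect of the inhibitor itself into the interaction. Among the 37 splits that relabel as many inhibitor libraries in both serum states, 1, the real one, called as many, and the highest of the others called 2. Those other splits mix inhibitor and vehicle libraries within a group, which widens the spread of the genes that respond. Their low counts were likely in advance, so they do not exclude chance either.

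All 37 mitochondrial genes of the table had 0 reads in every library, and 20756 of 56269 genes had none. Across genes, the inhibitor's effects in starved and in serum-stimulated cells had a correlation of 0.242, against -0.0289 to 0.0358 over the simulations with no inhibitor effect and 0.202 to 0.263 in those where the effects add.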
